# Androgen receptor is a potential novel prognostic marker and oncogenic target in osteosarcoma with dependence on CDK11

**DOI:** 10.1038/srep43941

**Published:** 2017-03-06

**Authors:** Yunfei Liao, Slim Sassi, Stefan Halvorsen, Yong Feng, Jacson Shen, Yan Gao, Gregory Cote, Edwin Choy, David Harmon, Henry Mankin, Francis Hornicek, Zhenfeng Duan

## Abstract

Osteosarcoma is the most common bone cancer in children and adolescents. Previously, we have found that cyclin-dependent kinase 11 (CDK11) signaling was essential for osteosarcoma cell growth and survival. Subsequently, CDK11 siRNA gene targeting, expression profiling, and network reconstruction of differentially expressed genes were performed between CDK11 knock down and wild type osteosarcoma cells. Reconstructed network of the differentially expressed genes pointed to the AR as key to CDK11 signaling in osteosarcoma. CDK11 increased transcriptional activation of AR gene in osteosarcoma cell lines. AR protein was highly expressed in various osteosarcoma cell lines and patient tumor tissues. Tissue microarray analysis showed that the disease-free survival rate for patients with high-expression of AR was significantly shorter than for patients with low-expression of AR. In addition, AR gene expression knockdown via siRNA greatly inhibited cell growth and viability. Similar results were found in osteosarcoma cells treated with AR inhibitor. These findings suggest that CDK11 is involved in the regulation of AR pathway and AR can be a potential novel prognostic marker and therapeutic target for osteosarcoma treatment.

Osteosarcoma is the most common primary malignant bone cancer. It is also the most common bone cancer in children and young adults^1^. Current treatment for osteosarcoma is effective but can be limited. Surgery is important and chemotherapy significantly improves the prognosis for many osteosarcoma patients. However, despite aggressive chemotherapy, more than 30% of patients with localized osteosarcoma experience metastatic disease; survival after metastases is less than one year^2^. Thus, more effective therapeutic strategies are required for the treatment of osteosarcoma.

Cyclin-dependent kinases (CDKs) are the family of serine/threonine protein kinases and control progression through the cell cycle. Among cell cycle proteins CDKs are essential. High activation and expression of CDKs have been found in different types of cancer, and are becoming popular and potentially useful therapeutic targets^3^,^4^,^5^. Recently, the FDA has approved the CDK4/6 inhibitor, palbociclib, for the treatment of metastatic breast cancer^6^. CDK11, also named as PITSLRE or CDC2L1, is a serine/threonine protein kinase in the CDK family. CDK11 seem to have multiple roles in cell cycle progression, RNA splicing and transcriptional regulation. CDK11 expression is ubiquitous and constant throughout the cell cycle^7^,^8^. There are three major isoforms of CDK11 proteins, CDK11p110, CDK11p58, and CDK11p46^9^. The p110 isoform of CDK11 is expressed in all examined human cancer cell lines, including breast cancer, multiple myeloma, osteosarcoma, liposarcoma and other types of human cancers^9^,^10^,^11^,^12^. However, CDK11p58 protein is specifically translated from an internal ribosome entry site and expressed only in the G2/M phase of the cell cycle. Recent studies have shown that CDK11 also plays critical roles in cancer cell growth and proliferation^10^,^12^,^13^,^14^. Previously, we have demonstrated that CDK11 expression is essential in osteosarcoma cell growth and survival^10^,^15^. Osteosarcoma cells display high-expression of CDK11. CDK11 expression knock-down by either lentivirus delivered shRNA or transfected siRNA inhibits cell growth and induces apoptosis in osteosarcoma cells^10^. Knockout of CDK11 by CRISPR-Cas9 has also similar effects^15^. Immunohistochemical analysis showed that osteosarcoma patients with high-expression of CDK11 in tumors had significantly shorter survival than those with low-expression^10^. Therefore, developing strategies targeting the CDK11 pathway may provide therapeutic benefit for the treatment of osteosarcoma. Currently, there is no available inhibitor of CDK11. In addition, the biological network of CDK11 signaling in osteosarcoma is poorly understood.

In this study, CDK11 siRNA targeting, gene expression profiling, and gene network reconstruction of differentially expressed genes were performed to investigate the difference in signaling between CDK11 knockdown and wild type in osteosarcoma cells. In an effort to validate and further understand the AR connection, we experimentally examined the expression and relationship between CDK11 and AR in osteosarcoma cell lines and patient tissues. The functional roles of AR in growth/viability and migration of osteosarcoma cell lines were evaluated. Furthermore, we determined the effects of AR specific inhibitor bicalutamide (also known as casodex) on osteosarcoma cells and interrogated the underlying mechanism of CDK11 and AR gene network in osteosarcoma.

## Materials and Methods

### Cell lines and cell culture

The human osteosarcoma cell lines, U-2OS (origin from a female 15y old osteosarcoma patient), SaOS, MNNG/HOS, and MG63 were purchased from the American Type Culture Collection (Rockville, MD) in 2014. The human osteosarcoma KHOS (origin from a female 13y old osteosarcoma patient) cell line was provided by Dr. Efstathios Gonos (Institute of Biological Research & Biotechnology, Athens, Greece) in 2008. KHOS and U-2OS are two commonly used cell lines in osteosarcoma research. The human osteoblast cell lines NHOst and HOB-c were purchased from LonzaWalkersville (Walkersville, MD) and PromoCell GmbH (Heidelberg, Germany) respectively in 2013. The osteosarcoma cell lines were cultured in RPMI-1640 (Life Technologies, Grand Island, NY) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, and 100 mg/mL streptomycin (Life Technologies, Carlsbad, CA). The osteoblast cell lines were cultured in osteoblast growth medium (PomoCell) with 10% fetal bovine serum. All cells were maintained in a humidified atmosphere containing 5% CO_2_ at 37 °C. Bicalutamide (Sigma-Aldrich, St. Louis, MO) is a synthetic, non-steroidal AR antagonist and a pure antiandrogen used in the treatment of prostate cancer, hirsutism, and other androgen-dependent conditions. Doxorubicin was purchased from APP pharmaceuticals, LLC, (Lake Zurich, Illinois).

### CDK11 siRNA knockdown and RNA extraction for gene profiling

CDK11 knockdown in osteosarcoma cell lines was carried out with human CDK11 siRNA purchased from Life Technologies (Carlsbad, CA). The siRNA sequence targeting CDK11 corresponded to the coding region (5′-AGAUCUACAUCGUGAUGAAtt-3′) of the CDK11 gene. Nonspecific siRNA oligonucleotides (Life Technologies) were used as controls. The siRNA oligonucleotides were dissolved in nuclease-free water at a concentration of 100 mM. Osteosarcoma KHOS or U-2OS cells were transfected with Lipofectamine RNAiMax reagent (Life Technologies) according to the manufacturer’s recommendations. Total RNA was collected from these cells using TRIzol Reagent (Life Technologies) 48 hours after CDK11 siRNA transfection.

### Transcriptional profiling and array analysis

CDK11 knockdown in osteosarcoma cell lines was carried out with human CDK11 siRNA. Total RNA was processed and hybridized to Affymetrix Genechip U133 Plus 2.0 arrays (Affymetrix, Santa Clara, CA) by the Gene Array Technology Center at Harvard Medical School This array exhibits coverage of the human transcriptome with over 47,000 transcripts. We normalized the microarrays using the gcrma package from the R Bioconductor suite^16^ and extracted the generated expression values from the resultant ExpressionSet object. Next, we used a Python script to loop through each CEL file and generate the Present/Marginal/Absent calls using the mas5calls function within the affy package^17^. The mas5calls function generates the P/M/A calls according to the Wilcoxon signed rank-based gene expression presence/absence detection algorithm. After generating the P/M/A calls, we eliminated any probe absent from all CEL files, and any probe which did not have a max value above log_2_ (100). These normalized and filtered values were taken forward into the differential expression analysis. Raw microarray data has been deposited in GEO database (GEO accession number: GSE73422).

### Differential Expression Analysis

We generated a dataset of expression differences (henceforth named Diff_Data) by subtracting the expression values of the CDK11 siRNA sample from the values of the non-specific siRNA sample. 

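The log2 differences between the CDK11 siRNA and nonspecific siRNA arrays were taken over the 16397 probe sets whose highest signal on the 6 arrays was above 100. Their SD was 0.449 in KHOS and 0.365 in U-2OS. A difference beyond 3 SD therefore lay below -1.35 or above 1.35 in KHOS, and below -1.07 or above 1.12 in U-2OS. The levels of all probe sets on the nonspecific siRNA arrays were skewed, with a skewness of 1.20 in KHOS and 1.25 in U-2OS, while over the kept probe sets that of the levels was 0.0996 and 0.133. The skewness of the differences, also over the kept probe sets, was -0.12 and 0.14. The differences had heavier tails than a normal distribution, with an excess kurtosis of 4.17 in KHOS and 6.13 in U-2OS. In KHOS, 227 probe sets lay beyond 3 SD and in U-2OS 306, where a normal distribution would give 44.3.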

The starting expression data did not appear to follow a normal distribution, but Diff_Data exhibits a much better approximation of a normal distribution. We calculated the mean and standard deviation of Diff_Data and calculated z-scores for each point in Diff_Data. With a standard metric to compare probes, we extracted all probes with a score above or below 3 or −3, respectively. We then generated an overlapping hit list by taking the intersection of the lists from KHOS and U2OS. In the event of multiple probes matching the same gene, their expression values were averaged. For visualization of the data, we generated heatmaps showing the expression values of the hits using the programming language R (Fig. 1). 

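HELLS encodes a helicase of the SNF2 family and had 4 probe sets above the signal limit. In KHOS all 4 were lower with CDK11 siRNA than with nonspecific siRNA, and the 2 beyond 3 SD had a mean log2 difference of -1.46. In U-2OS the only probe set beyond 3 SD was higher, by 1.15, and its log2 levels were 6.13 untransfected, 4.36 with nonspecific siRNA and 5.51 with CDK11 siRNA. The same probe set was lower with CDK11 siRNA than in untransfected U-2OS cells, with a log2 difference of -0.62. The other 3 HELLS probe sets in U-2OS were lower with CDK11 siRNA than with nonspecific siRNA, with log2 differences of -0.60, -0.014 and -0.62. A further gene beyond 3 SD in opposite directions was MIR9-1HG, the host gene of a microRNA, measured by 1 probe set above the limit. Its log2 difference was 1.69 in KHOS, where the highest level was 4.14, and -1.10 in U-2OS, where the levels ran from 7.07 to 8.18.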

The gene HELLS is notable in that it is the only hit list gene whose expression value did not change in the same direction between KHOS and U2OS upon transfection with the CDK11 siRNA; in KHOS it was down-regulated, while in U2OS it was up-regulated.

### Identification of CDK11 associated gene network

The common differentially expressed genes in both KHOS and U-2OS upon CDK11 knockdown were used as seeds to construct gene networks using GeneGO. Two of the constructed networks included CDK11. Both of these networks were combined and filtered for genes expressed in bone and neoplasms. The resulting network was further trimmed for irrelevant members. The final network pointed to AR as an important node (Fig. 1).

### Osteosarcoma tissue microarray (TMA) and immunohistochemical staining

Osteosarcoma TMA were generated as described previously^18^. Osteosarcoma tissue samples were obtained from the Massachusetts General Hospital Sarcoma Tissue Bank and were used in accordance with the policies of the institutional review board of the hospital (IRB protocol # 2007P-002464). The detailed sample and clinical information of the osteosarcoma TMA used in this study have been described in our previous studies^18^,^19^. CDK11 and AR expressions were evaluated by immunohistochemistry as previously described^20^. Primary AR antibody (1:50 dilution, Dako, CA) and CDK11 antibody (1:50 dilution, Cell Signaling Technology) were incubated with the TMA at 4 °C overnight in a humidified chamber. Expressions of AR and CDK11 were evaluated according to nuclear staining and calculated by the percentage of positive cells. Thereby, staining patterns were categorized into 6 groups: 0, no nuclear staining; A, 1+, <10% of cells stained positive; B, 2+, 10% to 25% positive cells; C, 3+, 26% to 50% positive cells; D, 4+, 51% to 75% positive cells; E, 5+, >75% positive cells. Cases labeled as either metastasis or recurrence refers to the disease state at the time of tumor resection/biopsy.

### CDK11 and AR siRNA transfections

CDK11 or AR knockdown in osteosarcoma cell lines was conducted by transfection of human CDK11 siRNA (Life Technologies) or AR siRNA (Sigma-Aldrich, St. Louis, MO, SASI_Hs01_00224483). Transfection of siRNA was performed using Lipofectamine RNAiMax (Invitrogen) according to the manufacturer’s instructions. Nonspecific siRNA oligonucleotide (Life Technologies) was used as a negative control.

### Western blotting assay

Osteosarcoma cells were lysed with RIPA Lysis Buffer (Upstate Biotechnology, Charlottesville, VA) plus complete protease inhibitor cocktail tablets (Roche Applied Science, IN). The components of RIPA lysis include buffer 50 mM Tris-HCl, pH7.4, 150 mM NaCl, 0.25% deoxycholic acid, 1% NP-40 and 1 mM EDTA. Protein concentrations were measured using the Bio-Rad Protein Assay kit (Bio-Rad, CA). Antibodies against AR (1:1000 dilution), CDK11 (1:1000 dilution), and β-actin (1:2000 dilution) were purchased from Cell Signaling Technology, Santa Cruz, and Sigma-Aldrich, respectively. Secondary antibodies IRDye^®^ 800CW or IRDye^®^ 680LT were purchased from LI-COR (Biosciences, NE). Western blot analysis was performed as previously reported^21^.

### Androgen Receptor transcription luciferase reporter assay

AR promoter luciferase reporter assay was performed according to the manufacturer’s protocol (LightSwitch Assay from Switch Gear Genomics, CAT^#^LS010). The reporter construct relies on RenSP luciferase driven by the AR promoter. Wild type CDK11 in pCMV6 vector (RC216465) was purchased from Origene (Rockville, MD). pEGFP-N3 plasmid was purchased from Clontech (Mountain View, CA) and served as control. KHOS and U-2OS cell lines (3*10^4^ cells per well) were seeded in 96-well plates. One day post seeding, cells were cotransfected with CDK11 plasmid (20 ng or 40 ng) and GoClone AR reporter (50 ng, Switch Gear Genomics, Prod ID S714892). To test the effect of CDK11 knockdown, KHOS and U-2OS cells were transfected with CDK11 siRNA (10 nM or 20 nM) during cell seeding. Twenty-four hours later, GoClone reporter carrying wild type AR promoter (50 ng,) was transfected in those cells. Luciferase activity with LightSwitch Assay Reagents was measured with a plate luminometer 48 hours after reporter transfection.

### MTT cell viability assay

Effects of AR siRNA or AR inhibitor bicalutamide on osteosarcoma or osteoblast cell growth and viability were assessed *in vitro* using the MTT assay. KHOS or U-2OS cell lines were transfected with AR siRNA in increasing concentrations up to 80 nM. Meanwhile, some osteosarcoma cells were dosed with bicalutamide in increasing concentration up to 100 μM. HOB-c and NHOST cells were dosed with bicalutamide in increasing concentrations up to 810 μM. 5*10^3^ cells were seeded into each well in 96-well plates. After 72 hours of incubation, 20 μL of MTT (5 mg/mL, dissolved in PBS) was added to each well and the cells were cultured for 4 hours at 37 °C. Absorbance at a wavelength of 490 nm was measured on a SPECTRAmax Microplate Spectrophotometer from Molecular Devices (Sunnyvale, CA).

### Cell Colony formation unit assay

The colony forming unit assay (CFU) assay was used to validate the effect of AR siRNA or AR inhibitor on viability and differentiation of osteosarcoma cells. KHOS or U-2OS cell lines were transfected with AR siRNA (40 nM), nonspecific siRNA (40 nM) or dosed with bicalutamide (5 μM), and DMSO (5 μM) as described above. 100 cells were seeded into each well of a 12-well plate for 7–10 days. Medium was changed every 3 days. Colonies were fixed with methanol for 10 minutes, following staining with crystal violet (0.5%) for 10 minutes. A stereo microscope and a scoring grid were used to identify and count individual colonies.

### Wound healing migration assay

In order to identify the potential role of AR in the metastasis of osteosarcoma, cell migration was assayed by multiple scratch wound assay. 1*10^5^ cells per well were plated into 12-well plates and transfected with AR siRNA (40 nM). Three parallel lines were made in confluent cell cultures with a 200 μl tip. After suspended cells were washed away with serum-free medium, the cultures were fed with complete medium again. The wounds were observed at 0, 8, and 24 hours after scratching separately, and photographed via a microscope (Nikon Instruments, Inc.) at each time point using a 10 X objective. The distance between the two edges of the wound width was quantified at 10 random sites in each image. The cell migration distance was defined as the wound width at 0 h time point minus the wound width at each time point and then divided by two.

### Three dimensional culture (3D) Growth in Suspension

Three dimensional culture (3D) growth in suspension is an improved method over 2D culture and a more accurate model to determine the behavior of cancer cell growth. KHOS and U-2OS cell lines were used and cell spheroid formation was established in HDP1096 Perfecta3D^®^ 96-Well Hanging Drop Plates (3D Biomatrix) according to the manufacturer’s protocol.

### Statistical analysis

GraphPad PRISM 5 software (GraphPad Software, Inc.) was used for statistical analyses. Results are expressed as mean ± SD and *P* values < 0.05 was regarded as statistically significant. The log-rank test was used to compare the differences in survival curves. Prognostic factors associated with overall survival or disease free survival (DFS) were investigated according to the Cox proportional hazards regression model, in a stepwise manner. Immunohistochemical staining was evaluated with the χ^2^ test to analyze the relationship between AR expression and CDK11 expression in clinical-pathological parameters of osteosarcoma.

## Results

### Identification of AR and CDK11 signaling link in osteosarcoma cell lines

CDK11 expression is known to play a crucial role in tumor cell growth and viability^10^,^21^,^22^. However, the details of CDK11 signaling network in osteosarcoma are still unknown. A better understanding of the mechanisms underlying CDK11 signaling network in osteosarcoma may allow for useful therapeutic targets. To identify the key members of the gene network associated with CDK11, we generated gene expression profiles of osteosarcoma lines when CDK11 is knocked down using Affymetrix microarrays U133 Plus 2.0 as described in the methods (GEO accession number: GSE73422). 

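KHOS and U-2OS are human osteosarcoma cell lines. Each was left untransfected, transfected with nonspecific siRNA or transfected with CDK11 siRNA, the siRNAs at 40 nM, and the paper's methods give 48 h. RNA from 3 flasks was pooled for each array, so that each condition in each line had 1 array and the 6 arrays hold no replicate within a line. Genes are not replicates of each other, and no p-value is given for a difference within a line. The authors' values are log2 signals of 54675 probe sets, normalized with gcrma. The median log2 signal was between 2.92 and 2.98 on the 6 arrays. Probe sets below the signal limit given in the methods were left out. The present and absent calls of the paper's filter were not used here. Of the kept probe sets, 14441 were assigned to 1 gene, which gave 8878 genes, 757 to several genes and 1199 to none. A gene was counted when any of its probe sets lay beyond 3 SD, and the log2 difference of such a gene is the mean over those probe sets.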

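The signal of CDK11 was lower with CDK11 siRNA in both lines. The array holds 5 probe sets assigned to both CDK11A and CDK11B, which cannot be read as either gene alone. All 5 were lower with CDK11 siRNA than with nonspecific siRNA and than in untransfected cells, in KHOS and in U-2OS. The brightest had a log2 level of 9.69 in untransfected KHOS cells, 9.92 with nonspecific siRNA and 7.64 with CDK11 siRNA, which left 20.6% of the nonspecific siRNA signal. In U-2OS its levels were 8.97, 8.88 and 6.24, which left 16.0%. A second probe set above the signal limit was left at 20.0% in KHOS and 14.8% in U-2OS, where its level of 3.75 with CDK11 siRNA was near background and the share is not exact. The other 3 probe sets were below the signal limit on all arrays, and 2 of them differed little in U-2OS, with log2 differences of -0.21 and -0.42.

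**Figure D1:**
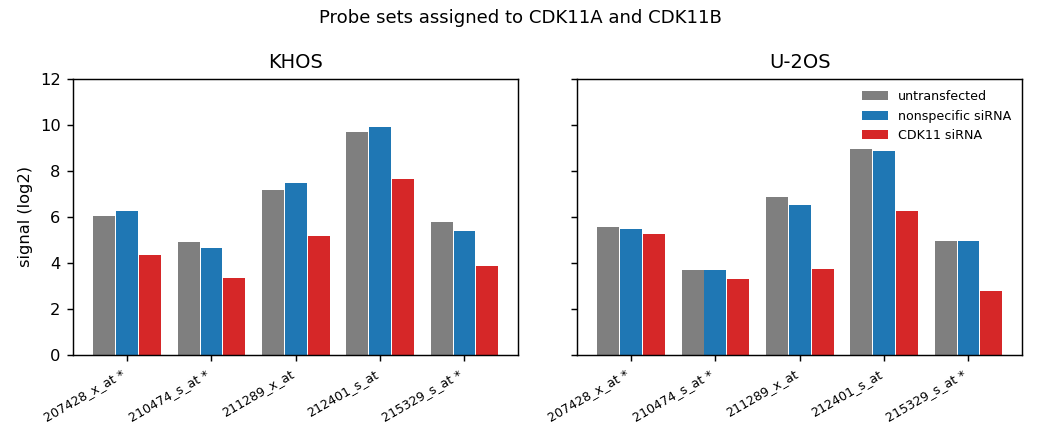
Log2 signal of the 5 probe sets assigned to CDK11A and CDK11B on the 6 arrays, with 1 bar per array. An asterisk marks the 3 probe sets below the signal limit, and the CDK11 siRNA bar is the lowest of its 3 in every group.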

We compared gene expression profiles of CDK11 knock down in both KHOS and U2OS to the respective controls. Differential gene expression profiles, in KHOS and U2OS, produced 211 and 274 genes respectively. 

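In KHOS, 173 genes lay beyond 3 SD with CDK11 siRNA, 76 of them higher and 97 lower than with nonspecific siRNA. In U-2OS there were 257, with 135 higher and 122 lower. Against untransfected cells the balance was the other way in each line, with 122 higher and 76 lower in KHOS and 92 higher and 132 lower in U-2OS. The lowest in KHOS were LRRC34 (log2 difference -3.55), UBE2K (-3.16, by 1 of 3 probe sets), GNAS-AS1 (-3.15), TRPA1 (-2.87) and ATP6V0E2 (-2.65), and the highest were TM4SF1 (3.06), EPHA4 (2.89), POU2F2 (2.47), SNTB1 (2.42) and BMF (2.37). In U-2OS the lowest were GRB14 (-2.45), RPRD1A (-2.22), LEO1 (-2.08), TMEM19 (-1.98) and GPAM (-1.94), and the highest were STC1 (3.44), EDIL3 (2.62), IGFBP5 (2.55), ITGA4 (2.55) and COX5A (2.42). TM4SF1, GPAM, ITGA4 and COX5A were counted by 1 probe set of several. On 1 of their 2 arrays several lay near background, so that the size and order of the differences are uncertain. With CDK11 siRNA the level was 3.03 for LRRC34, 2.76 for GNAS-AS1 and 4.45 for ATP6V0E2 in KHOS, and 4.84 for GRB14 and 4.83 for TMEM19 and GPAM in U-2OS. With nonspecific siRNA the 5 highest in KHOS had levels between 3.76 and 5.16, and those in U-2OS between 2.64 and 3.55. For SNTB1, EDIL3 and IGFBP5 the sign depended on the control. Against untransfected cells the difference was -0.15 for SNTB1 in KHOS, and -1.67 for EDIL3 and -2.63 for IGFBP5 in U-2OS. The 44 DNA replication genes had a median of -0.41 in KHOS, below all 10000 random lists of like level, and of -0.0027 in U-2OS. Random lists leave out the correlation between genes. Over both lines, camera with an estimated correlation gave an adjusted p of 0.971. It gave every list this value, and with 2 residual degrees of freedom it cannot decide here. Against untransfected cells the DNA replication median in U-2OS was -0.18, at a percentile of 0.010, and the lines were not tested against each other. Mitosis genes had -0.27 in KHOS, also below all random lists, and 0.08 in U-2OS, at a percentile of 96.2. Their median in U-2OS against untransfected cells was -0.31, at a percentile of 0, so that the sign there depended on the control. Housekeeping genes in KHOS (-0.15) lay at 0.50 against nonspecific siRNA. For CDK11 siRNA against nonspecific siRNA over both lines, camera gave the mitosis and housekeeping lists an adjusted p of 0.379 each. It was 0.971 with an estimated correlation. The 20 genes of homologous recombination and Fanconi anaemia had medians of -0.37 and -0.12, at percentiles of 0.01 and 1.73 of random lists. With an estimated correlation their adjusted p over both lines was 0.971. BRCA1, with -1.29 and -0.65, was the lowest of them by mean, and its adjusted p in limma was 0.210.

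With the lines taken as replicates of a transfection, limma with cell line as a block passed 0 of 8878 genes at an adjusted p of 0.05 between CDK11 and nonspecific siRNA. At an unadjusted p under 0.05 there were 1205 genes, and the smallest adjusted p was 0.123. With a variance prior that follows the level, limma passed 119 genes, 41 higher and 78 lower. On simulated data of this design with 8878 genes, limma recovered 38.8% of genes changed by 1 log2 unit, 89.6% of those changed by 2 and 93.9% of those changed by 3. These shares are not the power on the real arrays, since 67 genes were set to change by 2 and 66 by 3. On the real arrays CBFB, with -2.15 in KHOS and -1.55 in U-2OS, had an adjusted p of 0.123 in limma. That 0 genes passed therefore does not show that no gene changed by 2 log2 units. Over both lines camera with a preset correlation called the DNA replication genes (median -0.18, 19 of 44 lower and 2 higher in both lines) and the homologous recombination genes (median -0.21, 12 of 20 lower and 1 higher in both lines) lower at an adjusted p of 0.00149 each. With an estimated correlation the adjusted p was 0.971 for each, but with 2 residual degrees of freedom hardly any list could pass. It is thus left open whether correlation within the lists accounts for the result at the preset. With fry, which tests whether the genes of a list move 1 way on balance, the adjusted p was 0.612 and 0.383.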

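UBE2K, TMEM19, GNAS-AS1, CBFB and USP13 were among the 26 genes lower beyond 3 SD in both KHOS and U-2OS with CDK11 siRNA, and STC1, NEDD4, DSC2, NACA and ZNF367 among the 17 that were higher in both. A further 2 genes went in opposite directions, which makes 45 common genes where independent lists of the same lengths would share 5.01. That number is too low as a chance value, since on simulated arrays, where noise differs between genes, 14 unchanged genes passed in both lines. The simulation was run by gene and not by probe set, so that the 14 is not a chance value for the 45. With the brightest probe set of each gene, 33 genes were common here. UBE2K had a log2 difference of -1.63 in U-2OS, by 1 of 3 probe sets. Its other 2, which were brighter, had -0.30 and 0.15 in KHOS and -0.20 and -0.02 in U-2OS. GNAS-AS1 had -1.12 in U-2OS, and TMEM19 had -2.48 in KHOS by both of its kept probe sets. CBFB had -2.15 in KHOS and -1.55 in U-2OS, and USP13 had -1.92 and -1.76, each by 1 probe set of several. CDC7, a kinase of replication origins, had -2.09 and -1.26, and LEO1, a subunit of the PAF1 complex, had -1.36 in KHOS. RPRD1A, ZFP62, C10orf95-AS1, B9D1 and SEC22C completed the 10 lowest by mean. Their order is uncertain, since some levels were near background, such as 2.92 for C10orf95-AS1 in KHOS with CDK11 siRNA. Among the higher genes, STC1 had 1.39 in KHOS, NEDD4 1.85 in KHOS and 2.25 in U-2OS, DSC2 1.98 and 2.07, and ZNF367 1.71 and 1.78. NACA had 2.14 and 1.54 by 1 of 3 probe sets. Its other 2, which were far brighter, had -0.07 and -0.10 in KHOS and -0.05 and -0.12 in U-2OS. MIGA1, CSGALNACT2, LCORL, KIAA0040 and RORA completed the 10 highest. Here too the order is uncertain, with nonspecific siRNA levels of 3.04 for RORA in KHOS and 3.08 for STC1 in U-2OS.

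The genes were chosen by their difference from the nonspecific siRNA array, which favours low values on that array among the higher genes and high values among the lower ones, and the 2 directions were not tested against each other. Of the 26 lower genes, 16 were also past the same bounds against untransfected cells in both lines, and the medians of the 26 against that control were -1.82 in KHOS and -1.49 in U-2OS. Of the 17 higher genes, 5 were past the bounds against untransfected cells in both lines (PTGS2, TM2D1, RORA, NACA and STC1) and 10 in neither. The 17 had a median of 0.98 in KHOS and 0.64 in U-2OS against untransfected cells, and nonspecific siRNA lay below untransfected by a median log2 difference of -0.88 and -0.996. NEDD4 had log2 levels of 6.82 untransfected, 4.27 with nonspecific siRNA and 6.52 with CDK11 siRNA in U-2OS. PTX3 had 10.43, 8.29 and 9.79 in KHOS. Across the 8878 genes, the differences of the 2 lines, which share no array, had a Pearson correlation of 0.45 and a Spearman correlation of 0.43, over genes that are not independent replicates.

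**Figure D2:**
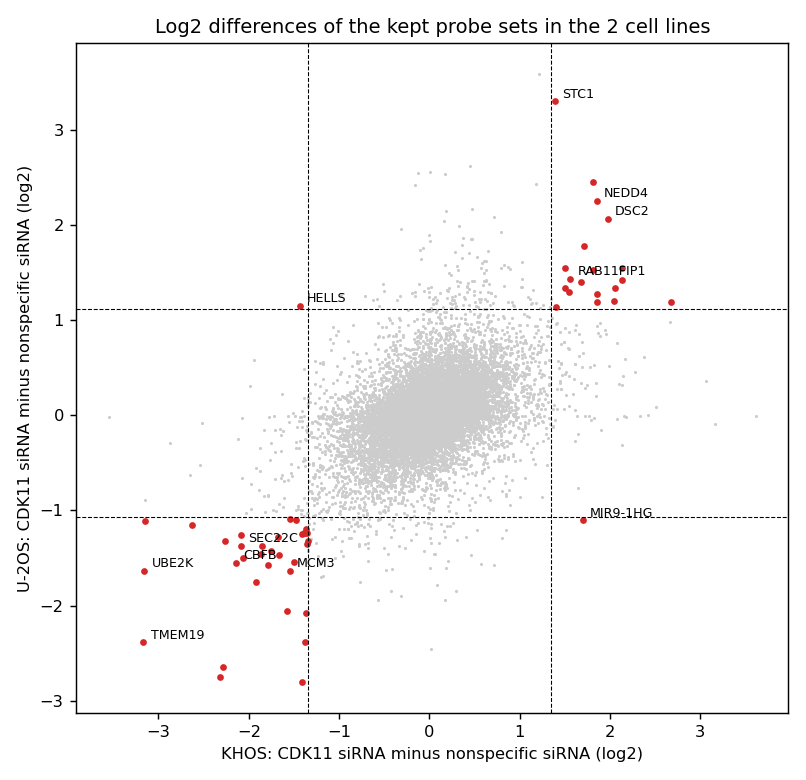
Log2 difference of CDK11 siRNA and nonspecific siRNA in KHOS (x axis) and U-2OS (y axis) for the kept probe sets, with the 3 SD bounds as dashed lines. Probe sets beyond the bounds in both lines are red, and those of HELLS and MIR9-1HG lie in the corners of opposite sign.

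**Figure D3:**
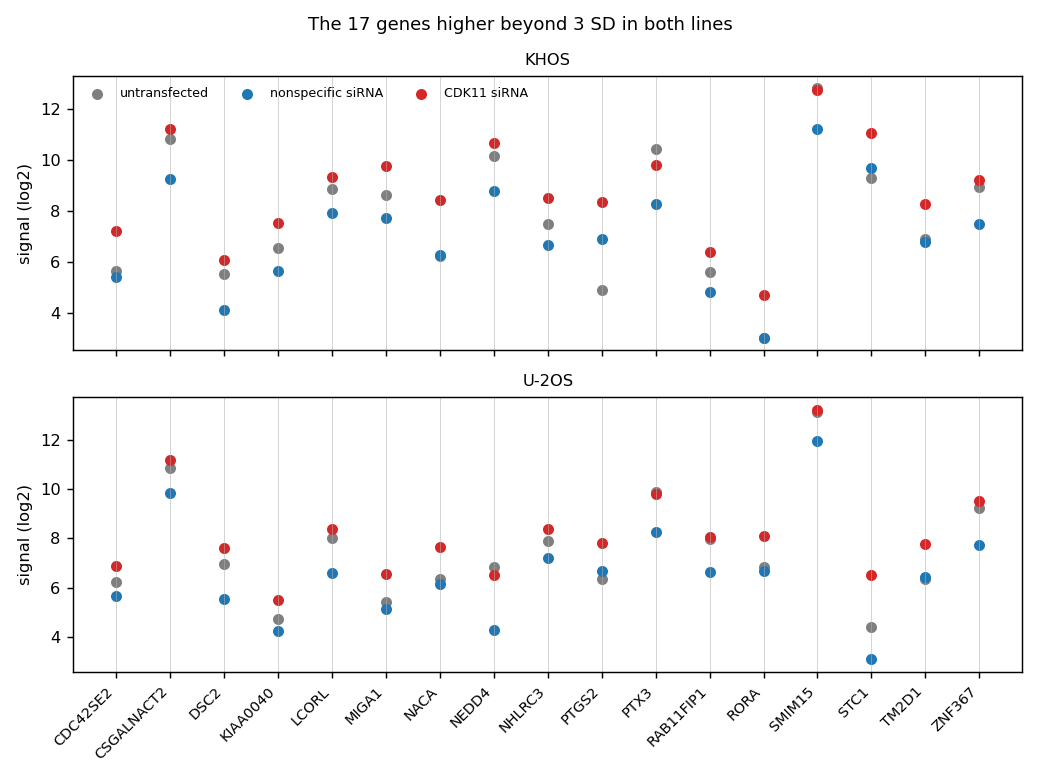
Log2 signal on the 3 arrays of each line for the 17 genes higher beyond 3 SD in both, with 1 point per array at the mean of the gene's probe sets beyond 3 SD. In U-2OS the untransfected level of NEDD4 (6.82) lies above its level with CDK11 siRNA (6.52), and in KHOS that of PTX3 (10.43) above 9.79.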

The two separate gene lists were compared and the common 48 genes were taken to be most significant and relevant to CDK11 gene network in osteosarcoma lines (Supplemental Table S1). These 48 genes were used as seeds to reconstruct gene networks utilizing the software suite and database GeneGo. Two of the resulting statistically significant networks included CDK11. The two networks were fused and trimmed for irrelevant members. 

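Apart from CDK11, whose 2 probe sets above the signal limit passed in each line, the network members beyond 3 SD in both lines were CBFB, MAP2K4, MCM3, SEC22C and RAB11FIP1. Of the 32 genes drawn from the nodes of Fig. 1D, 24 had a probe set above the signal limit. INHBA was beyond 3 SD in KHOS alone, with log2 differences of 2.13 and 1.99 by its 2 probe sets. ITGA4 was beyond 3 SD in U-2OS alone by 1 of 3 probe sets. CCNG2, which encodes cyclin G2, was beyond 3 SD in U-2OS by 1 of 2. The other 16 genes had differences between -0.64 and 0.65 in KHOS and between -0.76 and 0.59 in U-2OS. CASP9, MCM5, CDC25A, HTRA2 and BIRC2 were among these. Over the 24 genes the median difference was -0.12 in KHOS and -0.0096 in U-2OS, at percentiles of 4.34 and 35.0 of random lists of like level. Camera gave an adjusted p of 0.424 (0.971 with an estimated correlation). The mixed test of fry, for changes in either direction, gave 0.0214. The list holds genes that the study chose on these arrays and is not independent of them. Based on the network built from the common genes, the paper states a hypothesis that its later experiments address.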

A central node to the resulting network is the AR (Fig. 1).

### Correlation between AR and CDK11 expressions in cell lines and osteosarcoma tissues

CDK11 and AR have been shown to be involved in the regulation of cell viability and apoptosis in some human cancers^23^,^24^. However, no information is available on the relationship between CDK11 and AR. We examined the correlation between CDK11 expression and AR expression in both osteosarcoma cell lines and primary osteosarcoma patient tumor tissues. Four out of eight osteosarcoma tissue samples showed both AR and CDK11 proteins as highly expressed (Fig. 2A). Expressions of AR and CDK11 were also shown to be significantly higher in osteosarcoma cell lines compared to normal osteoblast cell lines. In normal human osteoblast cell lines (HOB-c and NHOST), AR and CDK11 expressions were extremely low and almost undetectable (Fig. 2B). Subsequently, we evaluated the expression of AR in response to increasing concentrations of CDK11 siRNA. CDK11 expression decreased gradually in response to the increasing concentrations of CDK11 siRNA (10 nM to 40 nM). AR expression showed the same trend as CDK11 in both KHOS and U-2OS cell lines (Fig. 2C). These data demonstrate a correlation between CDK11 and AR expression in osteosarcoma and suggest a regulation of AR expression by CDK11.

### Prognostic value of AR and CDK11 in osteosarcoma patients

We next examined the expression of AR in patient tumor tissue and its potential diagnostic value in clinical osteosarcoma. Among the available specimens, 87 of 114 (77.2%) exhibited immunostaining in the cell nucleus, ranging from no staining (5 of 87, 5.8%), 1+ staining (24 of 87, 27.6%), 2+ staining (22 of 87, 25.3%), 3+ staining (19 of 87, 21.8%), 4+ staining (15 of 87, 17.2%), and 5+ staining (2 of 87, 2.3%); 27 specimens were not counted due to tissue loss on the TMA slide. The median age for the patients in the TMA was 30 years (range from 6 to 72), and predominantly male (62.1% of patients). Among the available specimens, less than 25% of positive staining were classified as AR-low patients (58.6%); while intense staining (over 25%) were classified as AR-high patients (41.4%). We then compared the expression levels of AR in primary osteosarcoma specimens from cases with different responses to preoperative chemotherapy. There were significant differences in AR expression between good and poor response to preoperative chemotherapy (*P* = 0.047). Patients with high-expression of AR responded well to preoperative chemotherapy, but a with a trend towards a worse 5-year survival (Table 1). However, there were no significant relationship between AR expression and the clinical pathological features of the human tumor samples such as age at surgery, gender, tumor grade, metastasis, or the presence of local recurrence (Table 1).

We further examined the relationship between CDK11 and AR expression in the available TMA. We found a close relationship between CDK11 and AR staining patterns in cells with positive nuclei staining (Fig. 2D). The Spearman’s correlation coefficient of CDK11 and AR staining patterns in osteosarcoma TMA was 0.701 (*P* < 0.001). Kaplan-Meier analysis showed that osteosarcoma patients had a lower disease free survival in the high CDK11 or AR expressions group compared with patients in the low CDK11 or AR expressions group (*P* < 0.001 and *P* = 0.012) (Fig. 2E and F). To determine whether AR expression was an independent prognostic factor for osteosarcoma patients, the Cox regression model was adopted (Supplemental Table S2). Multivariate Cox regression analysis indicated that metastasis was significantly associated with shorter 5-year overall survival and disease-free survival (*P* = 0.013). However, AR expression was not an independent predictor for either 5-year overall survival or disease-free survival, although it showed a trend (Supplemental Table S2).

### CDK11 increases transcriptional activation of AR gene in osteosarcoma cell lines

We took advantage of a luciferase reporter assay system to further identify whether CDK11 proteins are involved in the transcriptional activity of AR. Figure 3A demonstrates that the effect of CDK11 on AR transcriptional reporter is dose-dependent. Co-transfection of CDK11 plasmid (20 ng) along with the transcriptional reporter resulted in ~2.7-fold activation, while increasing the amount of CDK11 to 40 ng lead to ~3.9-fold activation in U-2OS cells. Meanwhile, CDK11 siRNA (10 nM) decreased AR reporter activity by approximately 45% and a 20 nM dose of CDK11 siRNA decreased it further by 57%. In Fig. 3B, KHOS cells show similar results to U-2OS cells. In the presence of 20 ng or 40 ng of CDK11 plasmid transfection, AR reporter was activated by 2.5-fold and 3.4-fold respectively. AR reporter response was inhibited by nearly 36% and 53% when 10 nM or 20 nM of CDK11 siRNA was transfected. These data suggest that the transcription of AR is a downstream target of CDK11.

### Knockdown AR expression by siRNA inhibits osteosarcoma cell growth and viability

To characterize the functional role of AR in osteosarcoma cell growth and viability, AR siRNA was transfected in U-2OS and KHOS cell lines. Cells without any treatments or cells transfected with non-specific siRNA were used as control. Western blot analysis confirmed low-expression of AR in osteosarcoma cells transfected with AR siRNA and showed the AR expression closely correlated with cell viability (Fig. 4A). Both in U-2OS and KHOS cells, AR siRNA led to significant reduction of cell viability. Depletion of AR by siRNA resulted in cell death, which was not observed in the nonspecific siRNA transfection (Fig. 4B–E). The formation of CFU were assessed as indicator of osteosarcoma viability. The results of AR siRNA (40 nM) were compared with those obtained by nonspecific siRNA (40 nM) or blank control. We found that AR siRNA significantly inhibited CFU formation after 10 days of culture as compared to nonspecific siRNA or blank control (Fig. 4F,G). Meanwhile, we checked whether AR siRNA transfection could affect the migration of osteosarcoma cells in a wound-healing assay. Wounds in all three groups nearly recovered after 24 hours. However, this assay showed no significant differences among blank control, non-specific siRNA and AR siRNA groups neither at 8 hours nor 24 hours (Supplemental Figure S1). These data suggest that AR mediates osteosarcoma cell growth and viability, not migration, and thus likely contributes to osteosarcoma formation.

### AR inhibitor bicalutamide inhibits osteosarcoma cell viability and spheroid formation in 3D culture

Bicalutamide is a synthetic, non-steroidal, AR antagonist used in the treatment of several cancers^25^,^26^,^27^. We tested the effect of this AR inhibitor, bicalutamide, on osteosarcoma cells. Doxorubicin is an anthracycline antitumor antibiotic and is commonly used to treat many cancers, including hematological malignancies, several types of carcinomas and soft tissue sarcomas^28^. The results of MTT assays demonstrated that bicalutamide significantly inhibited osteosarcoma cell viability (Fig. 5A–C). The IC50 of bicalutamide in KHOS was 7.475 μM and 7.121 μM in U-2OS. Compared with the effect of bicalutamide on osteosarcoma cells, osteoblast cells showed higher values of IC50 (HOB-c, 28.54 μM; NHOST, 42.32 μM). Further, the IC50 of doxorubicin in KHOS was 0.879 μM and 1.011 μM in U-2OS. The IC50 of the combined treatment in KHOS was 0.394 μM and 0.399 μM in U-2OS. This suggests that bicalutamide and doxorubicin synergistically inhibit osteosarcoma cell lines viability. Similar to the MTT assay result, the CFU assay showed that bicalutamide significantly inhibits osteosarcoma cell growth as well (Fig. 5C and D). Furthermore, in order to mimic the *in vivo* environment, a 3D cell culture was set-up. After 7 days of 3D growth in suspension, the diameter of spheroids formed by bicalutamide was smaller than DMSO or blank controls (Fig. 5E and F). Thereby, the results suggest that AR inhibitor bicalutamide significantly depressed the growth and progression of osteosarcoma cells. Bicalutamide has the potential to be used in osteosarcoma therapy, as it has synergistic effects with doxorubicin and causes greater growth inhibition of osteosarcoma than that of osteoblast cells.

## Discussion

In this study, we identified AR as a potential key player in CDK11 signaling in osteosarcoma. We utilized gene expression profiling of osteosarcoma cell lines with reduced CDK11 levels and reconstructed a gene network centered on CDK11. AR was shown to be key in the resulting network. Experiments performed here confirmed a role of AR signaling as it relates to CDK11 expression. We present here a first demonstration of the connection between CDK11 and AR in osteosarcoma.

It has been reported that AR is a central regulator of tumor progression in several types of hormone-associated cancers including prostate and breast cancers^29^,^30^,^31^,^32^. However, little is known about AR involvement in osteosarcoma. The significance of targeting AR signaling as a putative therapeutic in osteosarcoma is unknown. Based on the hypothesis generated by gene network reconstruction, we performed experiments to evaluate the relationship between CDK11 and AR in osteosarcoma. Both CDK11 and AR shared the same expression pattern in osteosarcoma cell lines and tumor tissues. When CDK11 expression was gradually reduced via siRNA knockdown, AR expression decreased accordingly. Moreover, there was a close relationship between CDK11 and AR staining patterns in osteosarcoma TMA representing various types of osteosarcoma. Both CDK11 and AR expression showed adverse predictive value for osteosarcoma patients in disease free survival rates. Consistent with these results, while this manuscript was in preparation, another study also demonstrated that AR expression is abundant osteosarcoma and AR is an independent prognostic indicator of overall survival and relapse-free survival in patients^33^. The prognostic value of AR has also been reported in prostate cancer. Correlations between AR expression and clinicopathologic variables were analyzed in 640 prostate cancer patients. High levels of AR are independently associated with increased viability, and are predictive of decreased biochemical recurrence-free survival^34^. These data imply that both CDK11 and AR may be potential prognostic factors predicting survival and outcome for patients with osteosarcoma, but larger validation studies are necessary. In addition, the transcriptional luciferase reporter assay suggests that CDK11 increases the transcriptional activation of the AR gene in a dose dependent manner. Another member of the CDK family, CDK6, also stimulates AR transcriptional activity in prostate cancer cells^35^. Expression of CDK6 markedly enhanced activation of the luciferase reporter in the presence of the AR in PC3 human prostate cancer cells. Meanwhile, no significant effects on AR activity were found with other members of CDK family, including CDK1, CDK2, and CDK4. Our data hints to a mechanism of CDK11 that is similar to CDK6 in regulation of AR gene transcription. CDK6 and CDK11 are distant homologs. Further, the p58 isomer of CDK11 cyclin D3 complex was shown to be involved in the repression of AR transcriptional activity^24^,^36^. However, no expression of p58 isomer of CDK11 in osteosarcoma cell lines was detected in our study. The detailed mechanism of AR regulation by CDK11 needs further investigation. The transcription factor FOXA1 binds directly to the AR promoter. FOXA1 has been shown to be involved in AR regulation in both breast and prostate cells^37^. It would be interesting to see if CDK11 regulation of AR is linked to FOXA1.

In humans, androgen secretion is regulated by gender and age. In men, androgens play a key role in the development of the testis and prostate and secondary sexual characteristics including bone mass increase^38^. Starting at puberty, the level of androgens in boys are over 10 times that of girls, although androgens exist in both sexes^39^. However, androgens levels decrease rapidly with age^40^. As osteosarcomas tend to occur most commonly in young people with a higher incidence in males, we then evaluated the relationship between AR expression and gender or age. We divided the patients into two groups: 24 years old or younger in one group, and older than 24 in the second. However, no significant differences of AR expression were found either in gender or age. It should be pointed out that, although not statistically significant, the patients less than 24 years old seemed to have a tendency towards higher AR expression than older adults (*P* = 0.137). As some factors such as osteosarcoma subtypes and stage of disease might also affect the above results, larger numbers of osteosarcoma patients in other populations should be further studied.

Prostate cancer depends on AR signaling and has been well studied within the context of this cancer. In fact, metastatic prostate cancer cells are able to maintain AR signaling throughout this cancer development. The role of AR in osteosarcoma is not understood. In this study, by differential gene expression we found several genes that might be the AR downstream target genes in osteosarcoma, such as cyclin G2, CDC20, Caspase-8, JNK. Most of those genes have been reported to be involved in AR signaling and cancer prostate cancer. Those data suggest that, AR signaling might also play an important role in osteosarcoma. 

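The genes CCNG2, CDC20, CASP8, MAPK8 and MAPK9 encode cyclin G2, CDC20, caspase-8 and 2 JNK kinases. For CCNG2, the log2 differences of CDK11 siRNA and nonspecific siRNA were 0.20 and 0.25 in KHOS by its 2 kept probe sets, with z-scores of 0.44 and 0.56. In U-2OS they were 0.92 and 1.21, with z-scores of 2.45 and 3.24, and against untransfected cells 0.23 and 0.47, while in KHOS the differences against untransfected cells were 0.84 and 0.97. CDC20 had -0.50 in KHOS and -0.07 in U-2OS, and CASP8 had 0.45 and 0.22. The 6 kept probe sets of MAPK8 and MAPK9 lay between -0.36 and 0.19 in KHOS and between -0.76 and -0.0033 in U-2OS. Beyond 3 SD, 1 kept CCNG2 probe set in U-2OS was found among these genes and no other. A further CCNG2 probe set, below the signal limit on all arrays, had 1.80 in U-2OS, from a level of 2.14 with nonspecific siRNA.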

Androgen-deprivation therapy for prostate cancer was described several decades ago and remains common practice^41^. Recently, attention to the AR in breast cancer research increased, with results supporting AR inhibitor as a treatment for AR^+^ breast cancer^42^. In hepatocellular carcinoma and prostate cancer, AR is widely expressed as well and plays a similar inhibition role in cancer cell growth^35^,^43^. To determine the role of AR in osteosarcoma, we evaluated the effects of AR siRNA and AR specific inhibitor (bicalutamide) in osteosarcoma cell lines. Both AR siRNA and bicalutamide significantly suppressed osteosarcoma cell viability and growth, but not migration. Our results are in line with a recent study showing knockdown of AR inhibited the viability of osteosarcoma cells^33^. The important role of AR in skeletal growth has already been well described, which may contribute to its oncogenic role in osteosarcoma. Bone homeostasis is most important during times of bone accrual and bone remodeling. Androgens act through the AR in mineralizing osteoblasts and maintaining bone homeostasis. Bone resorption, bone matrix synthesis and mineralization are regulated through the AR^44^. An association between the peak of childhood skeletal growth and the top incidence of osteosarcoma in adolescent has been documented^45^. Hormonal activity, specifically androgens, is a primary stimulus of skeletal growth^46^. As osteoblasts are commonly involved in the osteosarcoma pathological process, the oncogenic role of AR may be partly carried out by regulating bone homeostasis.

Prior to the approval of enzalutamide (a non-steroidal anti-androgen with improved effectiveness), bicalutamide was considered as the standard-of-care anti-androgen for the treatment of prostate cancer. Relative to the non-steroidal anti-androgens flutamide and nilutamide, bicalutamide has the highest affinity for the AR^47^ and is well-tolerated^48^. Further, bicalutamide is still being studied in other cancers, including breast^49^ and ovarian cancer^11^. The IC50 of bicalutamide in KHOS or U-2OS was less than 10 μM, which is consistent with the record in the Genomics of Drug Sensitivity in Cancer database (http://www.cancerrxgene.org/). Bicalutamide and doxorubicin suggested synergistic effects in the inhibition of viability in osteosarcoma cell lines. Bicalutamide with tamoxifen have a synergistic inhibitory influence on prostate cancer growth and insulin-like growth factor 1 expression in prostate cancer patients^50^. In addition, osteosarcoma patients with high expression of AR showed good response to preoperative chemotherapy. These findings suggest a possible application of AR assessment in osteosarcoma treatment. We used 3D growth in suspension was used in this study as a closer setting to *in vivo* conditions. After 7 days of culture in 3D environment, the diameter of spheroids formed was significantly inhibited by bicalutamide compared with blank or DMSO control groups. Thereby, AR inhibitors may be effective in osteosarcoma treatment both *in vivo* and *in vitro*. Given that multiple agents targeting AR are currently in preclinical or clinical development, the results from this study may lead to another tool in the chemotherapy for osteosarcoma clinical trials.

In conclusion, the identification of a link between CDK11 and AR transcriptional regulation provides a means for prioritizing key targets in potential osteosarcoma therapeutic interventions. High expression of AR has been shown in osteosarcoma cell lines and tissues, and its inhibition attenuates cell growth and viability. A correlation between AR and survival of osteosarcoma patients implicates the high expression of AR as a potential biomarker for prognosis. We speculate that a CDK11-AR relationship will be particularly useful in targeting oncogenic pathways utilizing a combinatorial therapeutic strategy in the treatment of osteosarcoma.

## Additional Information

**How to cite this article**: Liao, Y. *et al*. Androgen receptor is a potential novel prognostic marker and oncogenic target in osteosarcoma with dependence on CDK11. *Sci. Rep.* **7**, 43941; doi: 10.1038/srep43941 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
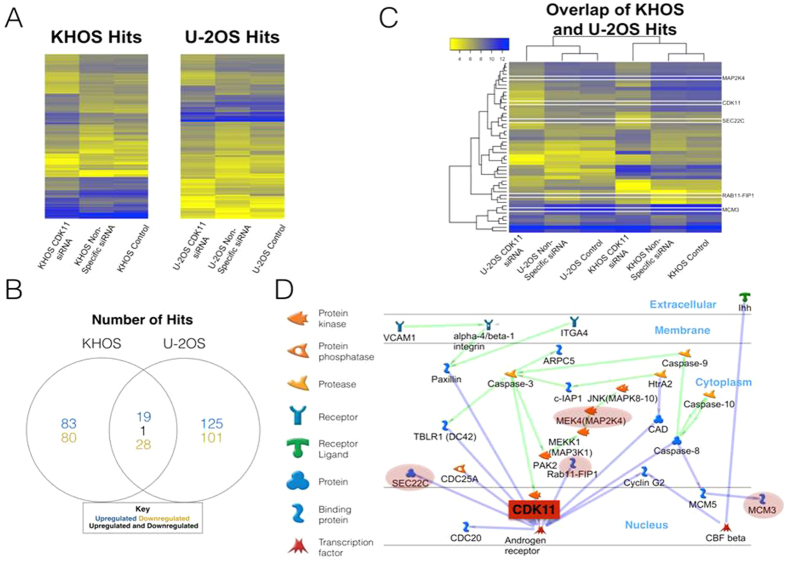
Differential gene expression in KHOS and U-2OS when CDK11 is knocked down and identification of CDK11 and Androgen Receptor gene network as central in osteosarcoma. (**A**) Heatmap of gene probes significantly perturbed in KHOS and U-2OS upon CDK11 knockdown. (**B**) Venn diagram showing the gene number breakdown of differentially expressed genes. (**C**) Heatmap and hierarchal clustering of the common differentially expressed genes in both KHOS and U-2OS. (**D**) Gene network reconstruction utilizing GeneGo. The common differentially expressed genes were used to seed network reconstruction. Two gene networks, both containing CDK11, were merged (green and blue) and trimmed for irrelevant nodes. The genes highlighted in a red shadow were perturbed upon CDK11 knockdown. The Androgen Receptor (AR) is highlighted as a central node and potentially a significant player.

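The 4 shaded genes other than CDK11 lay beyond 3 SD in KHOS and in U-2OS. MCM3, a subunit of the replicative helicase, was lower with CDK11 siRNA than with nonspecific siRNA by its single probe set, with log2 differences of -1.55 in KHOS and -1.63 in U-2OS. MAP2K4, a kinase upstream of JNK, had -1.41 in KHOS and -1.43 in U-2OS, each by a different probe set, and its remaining probe set in each line had -1.34 and -0.99. SEC22C had -2.08 and -1.37 by 1 of 4 probe sets, and its other 3 were lower by less. RAB11FIP1 was higher, with 1.56 and 1.43, by the only 1 of its 3 probe sets above the signal limit. Those below it had 0.49 and -0.19 in KHOS, and 0.88 and 0.85 in U-2OS. Against untransfected cells RAB11FIP1 had 0.80 in KHOS and 0.11 in U-2OS, while MCM3 had -1.67 and -2.09, MAP2K4 -1.45 and -1.99, and SEC22C -1.57 and -1.33.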

**Figure 2:**
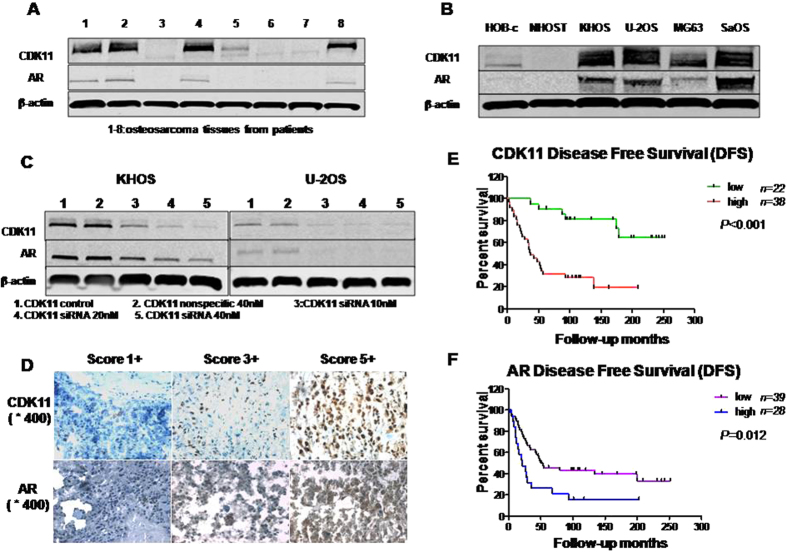
Expression of CDK11 and AR in osteosarcoma cell lines and osteosarcoma tissues. (**A**) Expressions of CDK11 and AR in osteosarcoma tissues. (**B**) Expressions of CDK11 and AR in osteosarcoma cell lines and normal osteoblast cell lines. (**C**) Expression of AR in osteosarcoma with CDK11 siRNA. (**D**) Representative images of different immunohistochemical staining intensities of AR and CDK11 are shown in osteosarcoma tissues. The percentage of cells showing positive nuclear staining for AR and CDK11 was calculated by reviewing the entire spot. On the basis of the percentage of cells with positive nuclear staining, the staining patterns were categorized into 6 groups: 0, no nuclear staining; 1, 1+, <10% of cells stained positive; 2, 2+, 10% to 25% positive cells; 3, 3+, 26% to 50% positive cells; 4, 4+, 51% to 75% positive cells; and 5, 5+, >75% positive cells (Original magnification, ×400). (**E**) Kaplan-Meier survival curve of patients with osteosarcoma were subgrouped as either CDK11 low staining (staining ≤2) or high staining (staining ≥3). (**F**) Kaplan-Meier disease free survival curve of patients with osteosarcoma were subgrouped as either AR low staining (AR staining ≤2) or high staining (AR staining ≥3).

**Figure 3:**
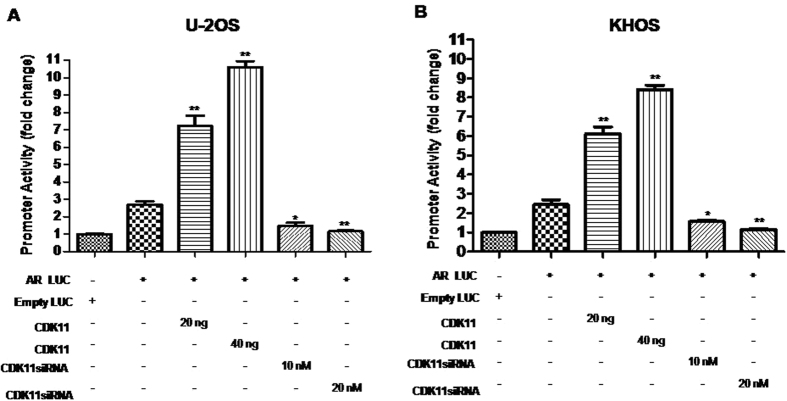
CDK11 increases transcriptional activation of the AR gene in osteosarcoma cell lines. (**A,B**) U-2OS or KHOS cells were cotransfected with CDK11 (20 ng, 40 ng) and the GoClone promoter reporter vector against the AR promoter (50 ng). CDK11 siRNA (10 nM, 20 nM) was transfected 24 hours prior to transfection with the reporter. 20 ng of an empty luciferase reporter vector was transfected to serve as a baseline, Luciferase activity was measured and normalized to the empty Luc luciferase activity. *P < 0.05, **P < 0.01 (compared with only AR LUC group).

**Figure 4:**
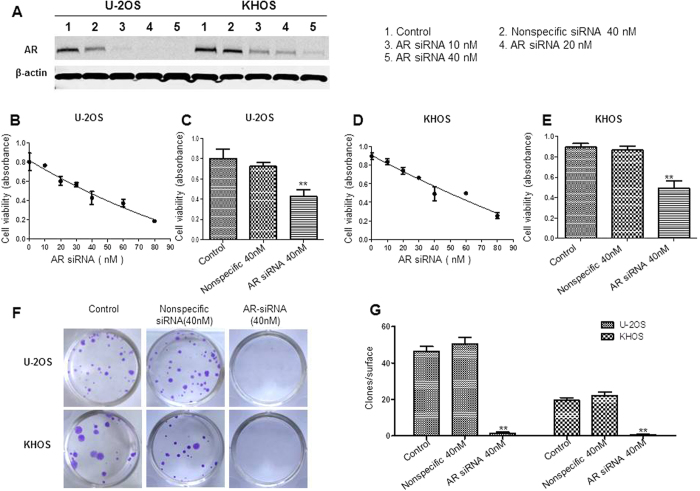
Effects of AR siRNA in osteosarcoma cell lines. (**A**) Expressions of AR in osteosarcoma cell lines with AR siRNA. (**B,C**) AR siRNA inhibits viability in osteosarcoma cell line U-2OS. The relative sensitivity of each line with AR siRNA was determined by MTT. (**D,E**) AR siRNA decreases cell viability in osteosarcoma cell line KHOS. (**F,G**) AR siRNA inhibits colony formation units in osteosarcoma cell line U-2OS and KHOS. *P < 0.05, **P < 0.01 (compared with control cells).

**Figure 5:**
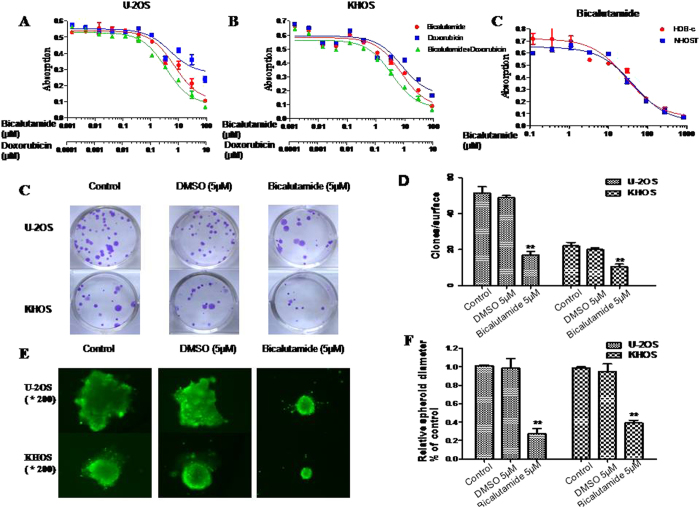
Effects of AR inhibitor bicalutamide in osteosarcoma cell lines. (**A,B**) Bicalutamide inhibits osteosarcoma cell viability. Cells were treated with bicalutamide or doxorubicin or the combination at the indicated concentrations. The relative sensitivity of each line was determined by MTT. (**C,D**) Bicalutamide inhibits colony formation units in osteosarcoma cell line U-2OS and KHOS. (**E,F**) Bicalutamide suppresses sphere formation of U-2OS and KHOS in three-dimensional culture. Spheroids formation of different cells after 7-day culture and the relative diameters compared with untreated cells. The assay was conducted in duplicate. *P < 0.05, **P < 0.01 (compared with control cells).

**Table 1:** The relationship between AR expression and clinicopathological features of osteosarcoma.

	Clinicopathological features	No. of cases(%)	AR expression High (n)	AR expression Low (n)	*P* value
All patients		67 (100)			
Age, y	≤24	35 (52.2)	18 (51.4)	17 (48.6)	0.137
	>24	32 (47.8)	10 (31.3)	22 (68.7)	
Gender	Male	40 (62.1)	16 (40.0)	24 (60.0)	0.803
	Female	27 (37.9)	12 (44.4)	15 (55.6)	
Grade	Grade 1	9 (13.4)	3 (3.3)	6 (6.7)	0.0662
	Grade 2	31 (46.3)	14 (45.2)	17 (54.8)	
	Grade 3	27 (40.3)	19 (70.4)	8 (29.6)	
Metastasis	Absent	22 (32.8)	9 (40.9)	13 (59.1)	0.566
	Present	45 (67.2)	19 (42.2)	26 (57.8)	
Recurrence	Absent	47 (70.1)	20 (42.6)	27 (57.4)	0.533
	Present	20 (29.9)	8 (40.0)	12 (60.0)	
Response to preoperative chemotherapy	Good (Necrosis over 90%)	9 (12.1)	6 (62.5)	3 (37.5)	0.047
	Poor	37 (54.6)	10 (41.7)	27 (58.3)	
	N/A	21 (33.3)	12 (59.1)	9 (40.9)	
5-Year Survival (%)	Absent		10	23	0.084
	Present		18	16	
AR expression	High		28 (41.8)		
	Low			39 (58.2)

# Supplementary material for: Androgen receptor is a potential novel prognostic marker and oncogenic target in osteosarcoma with dependence on CDK11
**Source:** Sci Rep. 2017 Mar 6;7:43941. doi: 10.1038/srep43941
**Supplement:** Supplementary Information

**A****U-20S****control****Nonspecific  
siRNA(40 nM)****AR siRNA(40 nM)**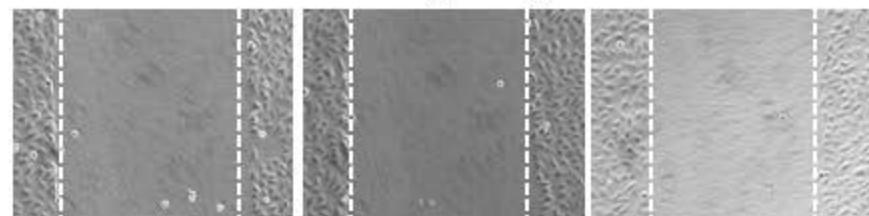**0h**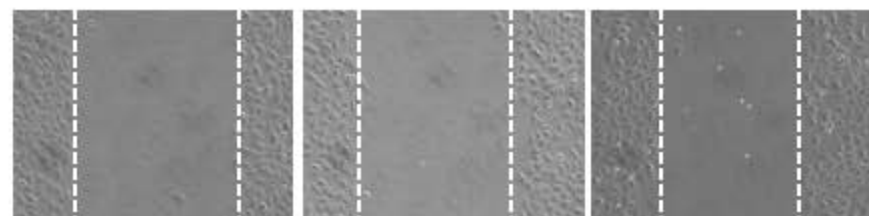**8h**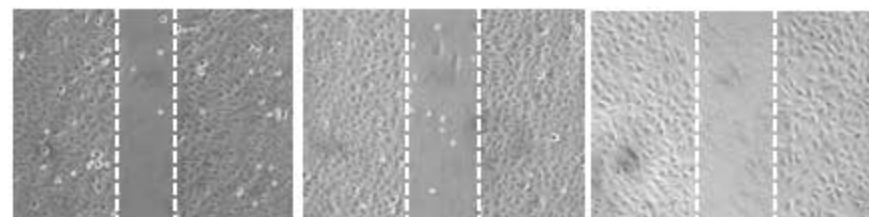**24h****B****MNNGHOS****control****Nonspecific  
siRNA(40 nM)****AR siRNA(40 nM)**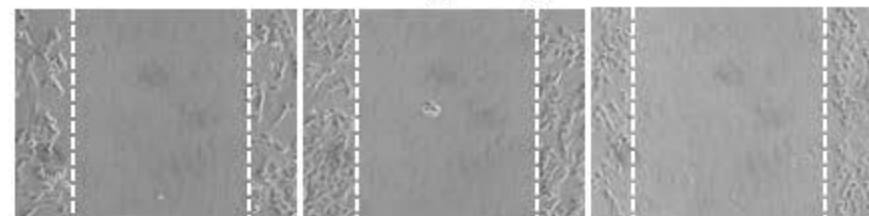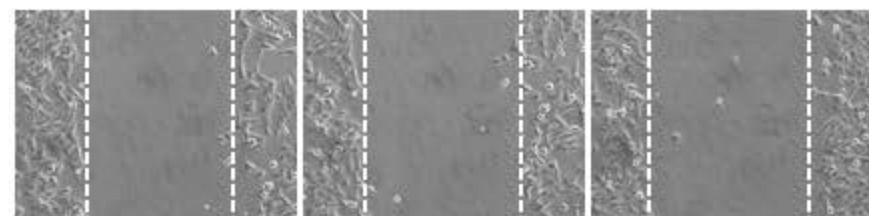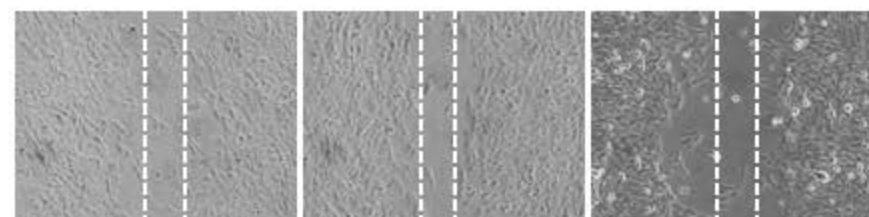

**Androgen receptor is a potential novel prognostic marker and oncogenic target in  
osteosarcoma with dependence on CDK11**

Yunfei Liao<sup>1,2</sup>, Slim Sassi<sup>1,3</sup>, Stefan Halvorsen<sup>3</sup>, Yong Feng<sup>1,4</sup>, Jacson Shen<sup>1</sup>, Yan Gao<sup>1</sup>, Gregory Cote<sup>5</sup>, Edwin Choy<sup>5</sup>, David Harmon<sup>5</sup>, Henry Mankin<sup>1</sup>, Francis Hornicek<sup>1</sup>, and Zhenfeng Duan<sup>1</sup>

Supplemental Figure 1. AR siRNA does not show the effects of the migratory in osteosarcoma cell lines. (A) Micrographs of osteosarcoma U-2OS cells at 0, 8, and 24 hours after wounding. (B) Micrographs of osteosarcoma MNNG/HOS cells at 0, 8, and 24 hours after wounding. Micrographs of osteosarcoma cells transfected with AR siRNA or nonspecific siRNA. The invading cells were stained with hematoxylin.  $*P < 0.05$ ,  $**P < 0.01$  (compared with control cells).

Supplemental table 1

| Gene_Symbol  | KHOS_CDK11_siRNA | KHOS_control | KHOS_non-specific_siRNA | KHOS_Fold_Activation<br>CDK11 vs. non-specific | U2OS_CDK11_siRNA | U2OS_control | U2OS_non-specific_siRNA | U2OS_Fold_Activation<br>CDK11 vs. non-specific | Average_U2OS_KHOS_Activation |
|--------------|------------------|--------------|-------------------------|------------------------------------------------|------------------|--------------|-------------------------|------------------------------------------------|------------------------------|
| GNAS-A51     | 2.34             | 5.42         | 5.70                    | 0.41                                           | 5.70             | 6.83         | 6.89                    | 0.83                                           | 0.62                         |
| ACTR3        | 5.02             | 7.07         | 6.83                    | 0.73                                           | 2.91             | 4.08         | 4.74                    | 0.61                                           | 0.67                         |
| CDK11        | 6.45             | 8.35         | 8.55                    | 0.75                                           | 4.97             | 7.81         | 7.61                    | 0.65                                           | 0.70                         |
| TMEM19       | 5.22             | 7.76         | 7.51                    | 0.69                                           | 4.84             | 7.45         | 6.80                    | 0.71                                           | 0.70                         |
| LOC100505761 | 2.87             | 5.43         | 5.11                    | 0.56                                           | 6.69             | 8.09         | 7.91                    | 0.85                                           | 0.70                         |
| TBRG1        | 5.16             | 6.43         | 6.67                    | 0.77                                           | 2.87             | 4.40         | 4.39                    | 0.65                                           | 0.71                         |
| CBX5         | 3.74             | 5.53         | 5.53                    | 0.68                                           | 5.56             | 6.26         | 6.99                    | 0.80                                           | 0.74                         |
| UBE2K        | 5.98             | 9.42         | 9.14                    | 0.65                                           | 6.21             | 8.49         | 7.50                    | 0.83                                           | 0.74                         |
| RPRD1A       | 7.59             | 9.21         | 8.98                    | 0.85                                           | 4.58             | 6.97         | 7.16                    | 0.64                                           | 0.74                         |
| USP13        | 7.06             | 9.17         | 8.97                    | 0.79                                           | 4.96             | 7.91         | 6.92                    | 0.72                                           | 0.75                         |
| B9D1         | 4.75             | 6.84         | 7.23                    | 0.66                                           | 6.18             | 7.06         | 7.28                    | 0.85                                           | 0.75                         |
| CCDC15       | 5.77             | 7.33         | 7.14                    | 0.81                                           | 3.55             | 4.82         | 5.01                    | 0.71                                           | 0.76                         |
| TMEM68       | 6.91             | 9.16         | 8.80                    | 0.78                                           | 5.25             | 6.96         | 6.82                    | 0.77                                           | 0.78                         |
| SEC22C       | 5.17             | 6.57         | 7.02                    | 0.74                                           | 6.78             | 8.04         | 8.16                    | 0.83                                           | 0.78                         |
| HOTAIRM1     | 7.79             | 9.08         | 9.30                    | 0.84                                           | 5.84             | 7.28         | 7.68                    | 0.76                                           | 0.80                         |
| LEO1         | 8.87             | 10.19        | 10.28                   | 0.86                                           | 6.07             | 8.12         | 8.13                    | 0.75                                           | 0.81                         |
| CDC7         | 7.04             | 9.58         | 9.13                    | 0.77                                           | 6.93             | 8.42         | 8.19                    | 0.85                                           | 0.81                         |
| USP3         | 5.95             | 7.28         | 7.39                    | 0.81                                           | 5.48             | 6.57         | 6.67                    | 0.82                                           | 0.81                         |
| CDC27        | 5.75             | 7.31         | 7.12                    | 0.81                                           | 5.91             | 7.76         | 7.13                    | 0.83                                           | 0.82                         |
| ZFP62        | 7.98             | 10.13        | 10.04                   | 0.79                                           | 8.16             | 10.12        | 9.66                    | 0.84                                           | 0.82                         |
| GSTCD        | 6.93             | 8.78         | 8.82                    | 0.79                                           | 7.47             | 8.54         | 8.57                    | 0.87                                           | 0.83                         |
| RBFOX2       | 7.74             | 8.83         | 9.20                    | 0.84                                           | 7.30             | 9.00         | 8.82                    | 0.83                                           | 0.83                         |
| CBFB         | 9.59             | 11.64        | 11.74                   | 0.82                                           | 9.22             | 10.95        | 10.77                   | 0.86                                           | 0.84                         |
| NKAP         | 7.68             | 9.00         | 9.07                    | 0.85                                           | 6.39             | 7.79         | 7.63                    | 0.84                                           | 0.84                         |
| CTS2         | 7.25             | 8.49         | 8.62                    | 0.84                                           | 7.16             | 8.86         | 8.50                    | 0.84                                           | 0.84                         |
| CCDC82       | 7.07             | 8.48         | 8.60                    | 0.82                                           | 7.70             | 8.58         | 8.87                    | 0.87                                           | 0.85                         |
| MAP2K4       | 8.18             | 9.87         | 9.53                    | 0.86                                           | 7.00             | 8.99         | 8.42                    | 0.83                                           | 0.85                         |
| MCM3         | 9.22             | 10.87        | 10.81                   | 0.85                                           | 9.39             | 11.46        | 11.05                   | 0.85                                           | 0.85                         |
| HELLS        | 7.96             | 9.65         | 9.36                    | 0.85                                           | 5.40             | 6.10         | 4.13                    | 1.31                                           | 1.08                         |
| SMIM15       | 12.76            | 12.81        | 11.22                   | 1.14                                           | 13.25            | 13.16        | 11.96                   | 1.11                                           | 1.12                         |
| LCORL        | 9.43             | 8.86         | 7.94                    | 1.19                                           | 8.60             | 8.53         | 7.49                    | 1.15                                           | 1.17                         |
| CSGALNACT2   | 11.57            | 10.92        | 9.51                    | 1.22                                           | 11.19            | 10.84        | 9.84                    | 1.14                                           | 1.18                         |
| PTX3         | 9.78             | 10.41        | 8.29                    | 1.18                                           | 9.81             | 9.90         | 8.27                    | 1.19                                           | 1.18                         |
| TM2D1        | 8.27             | 6.90         | 6.78                    | 1.22                                           | 7.73             | 6.31         | 6.35                    | 1.22                                           | 1.22                         |
| PTHLH        | 9.80             | 8.21         | 7.98                    | 1.23                                           | 7.18             | 5.49         | 5.78                    | 1.24                                           | 1.23                         |
| ZNF367       | 9.25             | 8.94         | 7.49                    | 1.23                                           | 9.51             | 9.16         | 7.69                    | 1.24                                           | 1.24                         |
| SCUBE3       | 7.48             | 7.20         | 6.10                    | 1.23                                           | 5.68             | 4.98         | 4.51                    | 1.26                                           | 1.24                         |
| NHLRC3       | 8.51             | 7.50         | 6.42                    | 1.33                                           | 8.45             | 7.90         | 7.23                    | 1.17                                           | 1.25                         |
| CDADC1       | 6.97             | 6.33         | 5.58                    | 1.25                                           | 6.05             | 5.83         | 4.82                    | 1.25                                           | 1.25                         |
| RAB11FIP1    | 6.41             | 5.67         | 4.88                    | 1.32                                           | 8.15             | 7.99         | 6.73                    | 1.21                                           | 1.26                         |
| NACA         | 8.48             | 6.30         | 6.34                    | 1.34                                           | 7.71             | 6.40         | 6.29                    | 1.23                                           | 1.28                         |
| NEDD4        | 10.67            | 10.14        | 6.79                    | 1.21                                           | 6.53             | 6.83         | 4.76                    | 1.37                                           | 1.29                         |
| FAM73A       | 8.23             | 6.98         | 6.09                    | 1.35                                           | 6.67             | 5.02         | 5.24                    | 1.27                                           | 1.31                         |
| SLC16A6      | 10.24            | 7.01         | 7.66                    | 1.34                                           | 5.04             | 4.07         | 3.66                    | 1.38                                           | 1.36                         |
| SGMS2        | 5.37             | 4.75         | 3.40                    | 1.58                                           | 8.63             | 7.96         | 7.39                    | 1.17                                           | 1.37                         |
| DSC2         | 6.05             | 5.58         | 4.32                    | 1.40                                           | 7.39             | 6.71         | 5.31                    | 1.39                                           | 1.40                         |
| STC1         | 11.03            | 9.29         | 9.66                    | 1.14                                           | 7.18             | 4.42         | 4.07                    | 1.76                                           | 1.45                         |
| FAHD2CP      | 3.77             | 4.18         | 2.23                    | 1.69                                           | 6.87             | 6.53         | 5.61                    | 1.22                                           | 1.46                         |

**Supplemental Table 2. Multivariate Survival Analysis**

| Variable                              | 5-Year survival |               |          | 5-Year disease-free survival |               |          |
|---------------------------------------|-----------------|---------------|----------|------------------------------|---------------|----------|
|                                       | Hazard Ratio    | 95 % CI       | <i>P</i> | Hazard Ratio                 | 95 % CI       | <i>P</i> |
| Metastasis                            | 2.877           | 1.840 - 4.262 | 0.013    | 3.15                         | 2.076- 4.963  | 0.009    |
| AR expression                         | 1.836           | 1.259 - 2.738 | 0.128    | 1.961                        | 1.465 - 2.798 | 0.067    |
| Response to preoperative chemotherapy | 2.095           | 1.446-3.204   | 0.084    | 2.332                        | 1.811- 3.897  | 0.059    |

How the deposited data were processed for this re-analysis (not part of the article)

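The RNA of 2 human osteosarcoma cell lines, KHOS and U-2OS, was measured on Affymetrix U133 Plus 2.0 arrays, with 1 array each for untransfected cells, cells with nonspecific siRNA and cells with CDK11 siRNA. The siRNA dose was 40 nM, and RNA of 3 flasks was pooled per array. The authors deposited log2 values, made with gcrma, which adjusts for background, normalizes the arrays by quantiles and summarises each probe set. The deposited table holds all 54675 probe sets, before the paper's filters. Between 24.8% and 25.9% of the probe sets lay above a signal of 100, or 6.64 on the log2 scale, and the number of arrays limits the precision.

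Genes were named from the platform's annotation, updated through the RefSeq table of assembly GRCh38.p14, which was used for names only. Of the probe sets, 41097 had 1 gene symbol, 1801 several and 11777 none, and 41043 of the first were matched by gene ID. No gene was named from a probe set with several symbols, apart from those of CDK11A and CDK11B, which were given as assigned to both. A probe set was kept when its highest value on the 6 arrays was above 6.64, which stands in for the paper's filter.

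The paper's z threshold was used for the counts of genes, without its present and absent calls. Probe sets of a gene were averaged after the threshold, which is the sequence in which the paper's methods describe these steps. The log2 difference of CDK11 siRNA and nonspecific siRNA was scaled by its mean and SD over the kept probe sets in each line, and a gene was counted when any of its probe sets had a z-score beyond 3. Genes beyond it in both lines were compared with the number that independent lists of the same lengths would share. Such counts carry no p-value. With the 2 lines as replicates, limma 3.58.1 in R 4.3.3 was fitted to 1 probe set per gene, that of the highest mean, with cell line as a block, 2 residual degrees of freedom and Benjamini-Hochberg adjustment at 0.05 over 8878 genes, two-sided. The fit was also used for nonspecific siRNA against untransfected and CDK11 siRNA against untransfected. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, for 1 direction and mixed. With an estimated correlation camera rests on the 2 residual degrees of freedom, so that hardly any list could pass. Between CDK11 and nonspecific siRNA, the unadjusted camera p of androgen response rose from 0.071 to 0.190, though its estimated correlation was only -0.045. A loss under this setting is thus no sign of correlation by itself. In each line, the median of a list was placed among 10000 random lists of the same size, matched on mean level in 20 bins. Correlations across genes are descriptions. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

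The lists were CDK11 and partners, the network nodes of Fig. 1D, androgen response, other cyclin-dependent kinases, DNA replication, mitosis, replication-dependent histones, pre-mRNA splicing, transcription elongation and polymerase II, homologous recombination and Fanconi anaemia, apoptosis, p53 targets, integrated stress response, interferon response, osteoblast lineage, Wnt targets, small RNA silencing machinery, cholesterol synthesis, epithelial markers, blood cell markers and housekeeping. The result of 1 further list is not reported here. The lists were fixed before the data were examined, as were the alternative settings and the rule for naming genes. The rule names every gene that the paper ties to the arrays, the 10 highest and the 10 lowest of the genes beyond 3 SD in the same direction in both lines, the 5 highest and 5 lowest of each line, up to 4 members of each list past the limma test or else 2 with the largest mean difference, and the 5 highest and 5 lowest genes for nonspecific siRNA against untransfected among those beyond 1 log2 unit in both lines. The genes of a line were read as including those common to both lines. Values in the paper's Supplemental Table 1 had been seen before.

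The z threshold and limma were tested on simulated arrays with 200 changed genes among 8878. With the threshold in both lines, 1.49% of genes changed by 1 log2 unit and all of those changed by 2 or 3 were recovered, and 14 unchanged genes were called. In limma 3 unchanged genes were called. Alternatives covered the filter, the scale of the z-score, its threshold, the control array, the normalization, the rule for several probe sets of a gene, and the variance prior, the block and the arrays in limma. A search for matches to the siRNA seed was not run, since no transcript sequences were used here. Western blots, tissue arrays, reporter assays and viability assays of the paper were not analysed here.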

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

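The tests of HELLS, MIR9-1HG and the higher genes were chosen after the result was seen, with their bounds set when most of the values were known, and that by opposite signs replaced one by the count of shared genes. The interferon list and its place among random lists were set before, and that list, IGFBP5 and EDIL3 were picked for this part for their values.

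HELLS and MIR9-1HG differed between the lines in the sign of the difference of CDK11 siRNA and nonspecific siRNA, and the difference between the lines was not tested. HELLS had -1.46 in KHOS and 1.15 in U-2OS. The value in U-2OS rests on a probe set that was low on the nonspecific siRNA array. Against untransfected cells the same probe set had -0.62, and for CDK11 siRNA against nonspecific siRNA the median of the other HELLS probe sets in U-2OS was -0.60. A candidate explanation is thus a low value of that probe set on that array, and it stays open whether cells with nonspecific siRNA had less of the transcript that it reads.

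MIR9-1HG had 1.69 in KHOS and -1.10 in U-2OS. Its highest level in KHOS was 4.14, below the floor of 5 used among the alternatives, so that the higher value in KHOS may lie near background. For the lower value in U-2OS, a high value of the nonspecific siRNA array there is argued against by a log2 difference of -0.99 against untransfected cells. A true difference between the lines was not tested beyond this.

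The third pattern was found among genes higher with CDK11 siRNA than with nonspecific siRNA in each line, where nonspecific siRNA itself lay below untransfected. Of the 20 genes over 1 log2 unit apart in both lines for nonspecific siRNA against untransfected, 11 were lower (5 of them among the 17 common higher genes), 7 higher and 2, or 10.0%, in opposite directions, where noise independent between lines and genes would give opposite signs as often as like ones, which argues against chance low values on single arrays as the whole cause of the genes low in both lines. In the other line, the median of genes chosen in 1 line lay at the percentile of 100 for CDK11 siRNA against untransfected. This held in both choices (0.19 in U-2OS, 0.21 in KHOS). It argues against lowering by nonspecific siRNA as the whole cause for the genes higher in 1 line as a set. This test cannot decide the question for genes that nonspecific siRNA lowered. The genes followed had nonspecific siRNA medians of 0.0081 and -0.06 against untransfected, so that as a set they were hardly lowered. The test first planned, which this one replaced once its values were seen, gave a mixed result, with a nonspecific siRNA difference of 0.0081 at a percentile of 55.4 in U-2OS for genes higher in KHOS, and -0.06 at 0.225 in KHOS for genes higher in U-2OS. Of the 17 common higher genes, nonspecific siRNA lay below untransfected for 14 in KHOS and 15 in U-2OS, which the way they were chosen favours. Against untransfected cells 5 of the 17 were past the bounds in both lines and 10 in neither. A partial lowering by nonspecific siRNA may thus contribute for many of the 17. A general one among the genes higher in 1 line was not shown.

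The interferon response genes were measured in data that the paper does not discuss, and their levels in KHOS stood out with either siRNA. The median of 29 genes against untransfected cells was 1.76 with nonspecific siRNA and 1.78 with CDK11 siRNA, above all 10000 random lists of like level, which leave out the correlation between these genes. With that correlation estimated, the adjusted p over both lines was 0.625 and 0.939, but this test has 2 residual degrees of freedom and cannot decide here. In KHOS 26 of the genes were over 1 log2 unit higher with nonspecific siRNA and 24 with CDK11 siRNA, while in U-2OS 1 and 4 were, and the difference between the lines was not tested. RSAD2 had 3.52 and MX1 2.32 in KHOS with nonspecific siRNA, and -0.58 and -0.06 in U-2OS. Between the 2 siRNAs in KHOS, 0 of the 29 differed by over 1 log2 unit.

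In U-2OS, IGFBP5 and EDIL3 were far lower with nonspecific siRNA than untransfected, with log2 differences of -5.18 and -4.29. Each rests on 1 probe set, the only one above the signal limit of 6 listed for IGFBP5 and 3 for EDIL3. Their nonspecific siRNA levels there were 3.02 and 3.55, below the floor, so that the sizes are not exact. No explanation was tested for these, and in KHOS the differences were -0.03 and -0.08, with IGFBP5 near background there at a level of 2.77.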

How the results depend on the processing

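The alternatives were set before the data were examined. The counts of genes beyond 3 SD, 173 in KHOS, 257 in U-2OS and 45 in both, moved with the filter and the scale. Without a filter they were 960, 1051 and 223, and with the median and MAD in place of mean and SD 515, 729 and 182. At a z threshold of 2.5 they were 358, 411 and 99, and at 3.5 they were 97, 137 and 20. In U-2OS the count was 164 with a pooled SD, 147 with the mean over probe sets of a gene (123 in KHOS and 30 in both) and 150 with the brightest probe set. Under the other settings all 3 counts stayed within 1.5 times of these values. Against untransfected cells they were 198, 224 and 35, of which 79, 82 and 15 were shared with the genes counted against nonspecific siRNA.

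In limma 0 genes passed in all 3 comparisons under every setting but the variance prior that follows the level. With that prior, 119 genes passed for CDK11 siRNA against nonspecific siRNA, 5 for nonspecific siRNA against untransfected and 279 for CDK11 siRNA against untransfected. At an unadjusted p under 0.05 the counts were 1205, 751 and 1625. The number of gene lists called was 2 with camera, 0 with an estimated correlation, 0 with fry for 1 direction and 5 with the untransfected control. The mixed test of fry takes changes in either direction. Between CDK11 and nonspecific siRNA it gave an adjusted p of 0.0159 for androgen response and 0.0214 each for the network nodes and transcription elongation. It gave 0.0436 for pre-mRNA splicing and 0.0469 for osteoblast lineage, and these were the lists under 0.05. The adjusted p of the DNA replication list was 0.971 with an estimated correlation and 0.612 with fry, and that of homologous recombination 0.971 and 0.383; with the untransfected control they were 2.54e-07 and 6.69e-06 by camera, and 0.887 for both with an estimated correlation.

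Among named values beyond 3 SD, the sign was reversed against untransfected cells for C5orf46 (-0.13), EDIL3 (-1.67) and HELLS (-0.62) in U-2OS. It was also reversed for IGFBP5 in U-2OS (-2.63), NEDD4 in U-2OS (-0.30) and PTX3 in KHOS (-0.63) and U-2OS (-0.083). SMIM15 in KHOS (-0.047) and SNTB1 in KHOS (-0.15) completed these. Smaller differences could change sign too and are among the further values below. In U-2OS, H2AC6 had 1.06 against nonspecific siRNA and -0.72 against untransfected cells, and GDF15 had 0.52 and -0.73. HELLS in U-2OS was also reversed with the mean over its probe sets (-0.020). The cause was not tested. Of the further values of 123 named genes in each line, 812 moved by less than the SD of the differences and 162 by more. Of the 812, 246 came from quantile normalization. It moved no value by more, and could hardly do so after the quantile step of gcrma. Against untransfected cells 142 values moved by less, 95 by more and 9 were reversed. Over both lines, 178 values moved by less when a line was left out and 68 by more. A line left out leaves no residual degrees of freedom, so that no test was possible. The seed match alternatives were not run, since no transcript sequences were used here.

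No paired analysis was possible because the labels give no replicate numbers, other than the pairing by cell line, which entered the fit as a block. Without the block, limma passed 0 genes in each comparison. About 25.9% of the probe sets in KHOS and 25.2% in U-2OS lay above a signal of 100 in untransfected cells.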

Differences from the paper's values

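The paper states 211 genes for KHOS, 274 for U-2OS and 48 common genes. At the paper's z threshold, without its present and absent calls, the counts here were 173, 257 and 45. They leave out probe sets beyond 3 SD assigned to several genes (10 in KHOS, 8 in U-2OS) or to none (20 and 25). Those of CDK11 are left out this way, while the paper's 48 include CDK11. How far this accounts for the gaps was not tested.

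In Supplemental Table 1, 43 of 48 genes were matched to probe sets here. Beyond 3 SD in both lines were 34 of these by probe sets of 1 gene, and CDK11 by probe sets assigned to several genes. The 43 had the same sign as the paper in both lines, and the median gap between the paper's log2 difference and that of the best matching probe set, chosen for closeness to the paper's values, was 0.0423 in KHOS and 0.0540 in U-2OS. The table's fold columns are ratios of log2 values within 0.01 for 47 of 48 genes in KHOS and 48 in U-2OS. They run from 0.41 to 1.69 in KHOS and from 0.61 to 1.76 in U-2OS, while the table's own log2 levels give folds from 0.0974 to 14.7 and from 0.160 to 8.63. The 14.7 is that of NEDD4 in KHOS, and the next highest there is 5.98.

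The differences that the table's levels give were compared with those of the best matching probe set, and a value was taken as within the paper's when the 2 lay less than 1 SD of all differences apart (0.449 in KHOS, 0.365 in U-2OS). For ACTR3 in U-2OS the paper's is -1.83 and that here -1.43, and with quantile normalization it falls within the paper's, but not with the floor, the untransfected control or the mean over probe sets. For TMEM19 in KHOS the paper's is -2.29 and that here -1.79, by 1 of 2 kept probe sets. The paper averages the probes of a gene, and the mean over both is -2.48, which falls within the paper's. With the untransfected control the value does so too, but not with quantile normalization or the floor. For TMEM19 in U-2OS the paper's is -1.96 and that here -1.58, while the mean over both probe sets is -1.98. The value also falls within the paper's with quantile normalization, but not with the floor or the untransfected control. For TBRG1 in KHOS the paper's is -1.51 and that here -0.95, within it with the untransfected control only, by a probe set below the signal limit. For CCDC15 in U-2OS the paper's is -1.46 and that here -1.04, within it with quantile normalization only. For NEDD4 in U-2OS the paper's is 1.77 and that here 2.25, within it with the floor only. Under no alternative was the gap closed for NEDD4 in KHOS (the paper's 3.88, here 1.85), SGMS2 in KHOS (the paper's 1.97, here 0.94), or FAHD2CP in KHOS (the paper's 1.54, here 1.02) and U-2OS (the paper's 1.26, here 0.71). For NEDD4 in KHOS the table prints a nonspecific siRNA level of 6.79, which does not give its own printed fold of 1.21, and the level here is 8.80.

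Of the 5 names not matched, GNAS-A51 and CTS2 are spelled close to GNAS-AS1 and CTSZ, which are among the 45 common genes here, and they were not counted as matches. Of the table's matched genes, TBRG1, CCDC15, USP3, GSTCD, SCUBE3, CDADC1, SGMS2 and FAHD2CP were not beyond 3 SD in both lines here. Without a filter, and with median and MAD, 6 of these 8 were, and with a z threshold of 2.5, 5 were. The floor called 3, a filter at a signal of 200 called 2, and 1 each was called with a filter on the mean, an SD within bins of level, the mean of both controls, quantile normalization, the mean over probe sets and the brightest probe set. TBRG1 and FAHD2CP were called under none of these. The paper states that HELLS alone changed in opposite directions. Here MIR9-1HG did so too, with 1.69 in KHOS and -1.10 in U-2OS, and HELLS had the paper's signs. With the floor, a pooled SD, an SD within bins of level or a z threshold of 3.5, 0 genes lay beyond the bounds in opposite directions, while there were 34 without a filter, 16 with median and MAD and 5 at a z threshold of 2.5.

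Of the genes that the paper names as found by differential expression, CDC20 had -0.50 in KHOS and -0.07 in U-2OS, CASP8 0.45 and 0.22, and no probe set of MAPK8 or MAPK9 lay beyond 3 SD. CCNG2 had 1.21 in U-2OS by 1 kept probe set beyond 3 SD.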

Other observations

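The lists were fixed before the data were examined. The test of probe sets that pass beside others of their gene was chosen after the result was seen, as were the genes printed for the stress list.

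Against untransfected cells, camera called 6 lists with nonspecific siRNA. In this test interferon response was higher (median 0.92 over both lines, adjusted p 1.82e-11), mitosis lower (median -0.30, 8.46e-10), integrated stress response higher (0.23, 3.70e-05), and cholesterol synthesis (-0.21) and DNA replication (-0.11) lower at 0.00182 each. The network nodes were lower at 0.0360 (median -0.17). With an estimated correlation the adjusted p was between 0.625 and 0.722 for these 6 lists, and with fry between 0.431 and 0.706. For the mitosis genes the median was -0.16 in KHOS and -0.44 in U-2OS, and 24 of 29 were lower in both lines. For the integrated stress response it was 0.51 in KHOS and 0.06 in U-2OS, with DDIT3 at 1.39 and 0.76 and DDIT4 at 1.53 and -0.61. Of these 24 genes, 12 were higher in both lines and 1 was lower in both. For CDK11 siRNA against untransfected the 5 lists called by camera were DNA replication, homologous recombination and mitosis (lower, adjusted p 2.54e-07, 6.69e-06 and 8.02e-08) and integrated stress and interferon response (higher, 5.05e-06 and 8.02e-08), with 0.887 to 0.939 under an estimated correlation.

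Genes lower by over 1 log2 unit with nonspecific siRNA than untransfected in both lines included NEDD4, PTX3, NOX4, ZNF367 and C5orf46, and genes higher included IFNL2, FOS, CXCL8, DLL1 and ISG20. IFNL2 had 2.84 in KHOS and 1.30 in U-2OS, and FOS 2.38 and 1.16. NOX4 had -1.64 and -1.59, and CXCL8 1.33 and 1.67. Higher in both lines were 7 genes, where independent lists would give 1.28. Such a number is too low as a chance value where noise differs between genes.

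Between CDK11 siRNA and nonspecific siRNA, the androgen response genes had medians of 0.07 in KHOS and 0.10 in U-2OS, at percentiles of 80.0 and 94.4 of random lists, with NDRG1 at 0.83 and 1.58 and ELL2 at 0.90 and 0.78 as the highest by mean, and the lowest in KHOS at -0.71. Against untransfected cells the medians were -0.05 and -0.01, at percentiles of 28.1 and 37.1, so that the sign depended on the control. Camera gave an adjusted p of 0.355 for this list, and 0.971 under an estimated correlation. The mixed test of fry, for changes in either direction, gave it 0.0159. In KHOS the percentile was 0 for mitosis, 0.50 for housekeeping genes and 95.75 for p53 targets. It was 98.8 for osteoblast lineage, 99.5 for replication-dependent histones and 99.7 for integrated stress response. In U-2OS it was 96.2 for mitosis (0 against untransfected cells), 95.6 for integrated stress response and 96.5 for interferon response. Mitosis had medians of -0.27 and 0.08, replication-dependent histones 0.38 and 0.01, other cyclin-dependent kinases -0.02 and 0.12, and integrated stress response 0.20 and 0.09. Interferon response had -0.05 and 0.12, p53 targets 0.14 and 0.02, apoptosis 0.06 and 0.02, osteoblast lineage 0.30 and 0.12, and Wnt targets -0.03 and 0.0086. CDK11 partners had -0.02 and -0.02, pre-mRNA splicing 0.07 and -0.01, polymerase II elongation 0.05 and -0.05, small RNA silencing -0.15 and -0.04, cholesterol synthesis -0.0080 and 0.09, and housekeeping genes -0.15 and 0.01. In U-2OS the sign depended on the control for p53 targets, osteoblast lineage and cholesterol synthesis, among others. Against untransfected cells they had -0.24, -0.16 and -0.28 there, at percentiles of 0.17, 8.98 and 0.54. The lists of epithelial and blood cell markers had fewer than 3 kept members and were not tested. No list but DNA replication and homologous recombination was called by camera for CDK11 siRNA against nonspecific siRNA. Besides androgen response, the mixed test of fry put the network nodes, transcription elongation, pre-mRNA splicing and osteoblast lineage under 0.05.

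Among the 23 common genes with several kept probe sets that do not all lie beyond 3 SD in both lines, HELLS alone, or 4.35%, went in opposite directions, where noise independent between lines and genes would give opposite signs as often as like ones. This argues against noise of single arrays as the whole cause. Of the other 22 genes, 20 had the same probe set beyond 3 SD in both lines.

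Shared arrays raise correlations between comparisons. In KHOS the correlation across genes of CDK11 siRNA against untransfected with CDK11 siRNA against nonspecific siRNA was 0.72, where unchanged groups give 0.50, and the covariance was 0.164 where such groups give 0.0575. In U-2OS they were 0.46 where unchanged groups give 0.50, and 0.0632 where they give 0.0567. Nonspecific siRNA against untransfected had a correlation of 0.17 between the lines, which share no array.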
